A study of Homo sapiens with 6 samples. Its data were reported in "A Multidisciplinary Biospecimen Bank of Renal Cell Carcinomas Compatible with Discovery Platforms at Mayo Clinic, Scottsdale, Arizona" (2015).

How the data were processed

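Total RNA from frozen nephrectomy tissue was profiled in 6 libraries: 3 from clear cell renal cell carcinoma (ccRCC), the most frequent form of kidney cancer, and 3 from uninvolved kidney, the tissue of the same organ outside the tumor. Group and replicate number were taken from the sample labels. Tumor and uninvolved tissue with the same number were read as a pair from one nephrectomy, because the title of the series calls the samples matched and the study speaks of tumor and normal samples as paired. That the numbers mark the pairs is an assumption, since neither source states it. Each sample was sequenced as 1 library, and no technical replicates were analysed.

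According to the methods of the study, cDNA was made from total RNA with chimeric DNA/RNA primers, amplified at constant temperature by single primer isothermal amplification, sheared, ligated to adapters, amplified further by PCR, and sequenced as paired ends on an Illumina instrument. Amplification can favour some transcripts over others, and priming of total RNA keeps transcripts without a poly(A) tail. Bowtie2 was named in the alignment step. The gene counter, its use of strand, the annotation and the genome build of the RNA data are not given in the sources used here.

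The authors deposited 1 table of 23398 gene rows with a read count and an RPKM value (the read count relative to gene length and to all mapped reads of the library) for each library, the gene coordinates and a gene length. Every deposited count was an even whole number, so both reads of a pair appear to have been counted, and a count of 2 corresponds to 1 read pair. The authors' RPKM values were recovered from the counts and gene lengths with 1 constant per library, between 315415778 and 357159609 reads. For each library this constant equalled the number of mapped reads listed in the study, which also ties each column to its sample. Of the gene lengths, 35.1% were multiples of 3, whereas coding sequences alone would nearly all be, so the lengths appear to include untranslated regions.

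The genome build was inferred from the coordinates. Of the rows, 83.4% had a symbol on the same chromosome in the GENCODE 44 annotation lifted to GRCh37, and 99.8% of these overlapped that gene, while 13.6% of the rows matched by symbol overlapped their gene in GRCh38. Coordinates are therefore given as in the table and read as GRCh37. Among the symbols listed on both X and Y chromosomes, 21 carried identical counts on both, and their Y copies were left out, leaving 23377 rows. A further 59 rows had a symbol that is also listed on another chromosome. In 1945 rows the count was 0 in all 6 libraries. No mitochondrial chromosome was listed in the table. GC content, taken from the longest annotated transcript of each matched gene, was known for 84.4% of the 18000 genes tested.

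Counts were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (TMM factors, filterByExpr by group, two-sided) on all 6 libraries with the group as the only term. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are log2 of ccRCC over uninvolved kidney, with the standard error taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values are counts relative to the TMM-scaled total of the library. Gene sets were tested with camera from limma 3.58.1 (preset correlation 0.01, log2 CPM with a prior count of 2), two-sided and adjusted over the 10 sets. The sets were 8 lists of genes (HIF targets, proximal tubule, distal nephron, podocyte, T cell, myeloid, endothelial and proliferation) and 2 chromosome arms: genes of chromosome 3 that end before 90 Mb (3p) and genes of chromosome 5 that start after 50 Mb (5q). Arm values are given for groups only.

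Measures of library quality were modelled on those of the study. The study counted expressed genes among protein-coding genes, whereas all 23377 rows were used here, non-coding genes included, both for the count and for the 75th percentile. The number of expressed genes was the number with RPKM divided by the 75th percentile of RPKM, times 1000, of at least 128. The share of TPT1 and of the 30 genes with the highest mean RPKM was taken from the summed RPKM of each library. Group means were compared with an exact two-sided permutation test over the 20 assignments of the libraries, which cannot give a p under 0.1. Correlations between libraries are across genes, on log2(RPKM + 1), and carry no test, since genes are not independent replicates.

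The tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. The rule named the 5 genes higher and the 5 genes lower in ccRCC with the largest log2 fold change among called genes with a mean of at least 1 CPM and no overlap between the groups. It added TPT1, EEF1A1, B2M and GPX3, which the study named, and CA9, VEGFA, NDUFA4L2, UMOD, SLC12A1, SLC22A8, GATM, SETD2, VHL, PBRM1, BAP1 and ACTB. Genes left unnamed for the privacy of the donors are included in all counts.

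The alternatives were other normalizations, filters, tests (DESeq2 1.42.0, limma-voom and limma on log2 RPKM), thresholds, offsets that remove a trend on gene length, the replicate number as a block, and the omission of each library in turn. Alternatives on GC content, on thinned reads, on read pairs in place of counts, on protein-coding genes (17169 rows, by the annotation of the matched gene) and without MALAT1 and the MTRNR2L genes were chosen after seeing the data. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

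As a check of the pairing, the deviations of genes from their group means were correlated between ccRCC and uninvolved kidney. For same-numbered libraries the correlations were 0.0939, -0.0911 and 0.0381, so the pairing rests on the description of the tissues and not on the expression values. No libraries were duplicates: between replicates, the chi-square statistic per gene was between 97.0 and 761.3.

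The edgeR procedure was tested on simulated data. Among 17751 genes with the means and library sizes of these samples and 200 genes changed by known factors, it recovered 48.5% of them with 8.49% false calls, and with the replicate block 25% with 9.09% false calls. A length trend planted in 17676 simulated genes fell from a slope of 0.303 to 0.0106 with the length correction.

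Counts at genes ran from 83192722 to 154818738 per library, so counting error is small for all but the rarest transcripts. A count of 0 allows up to 3 read pairs, or 3.88e-06% to 7.21e-06% of a library's gene counts. Intervals and floors cover counting error only, because amplified reads without molecular identifiers are not independent molecules.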

Results

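RNA was sequenced from 3 ccRCC tumors and 3 samples of uninvolved kidney, all stored frozen after nephrectomy. The first question was whether tissue banked in this way yields sound RNA sequencing data. The second was how tumor and uninvolved tissue differ in gene expression. Reads counted at genes numbered 154818738, 87404774 and 101382236 in ccRCC1, ccRCC2 and ccRCC3 and 94228408, 120708646 and 83192722 in uninvolved kidney 1, 2 and 3. These made up 46.5%, 26.7% and 32.1% of all mapped reads in ccRCC and 26.8%, 33.8% and 23.9% in uninvolved kidney. The remaining mapped reads were not assigned to a listed gene.

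**Figure D1:**
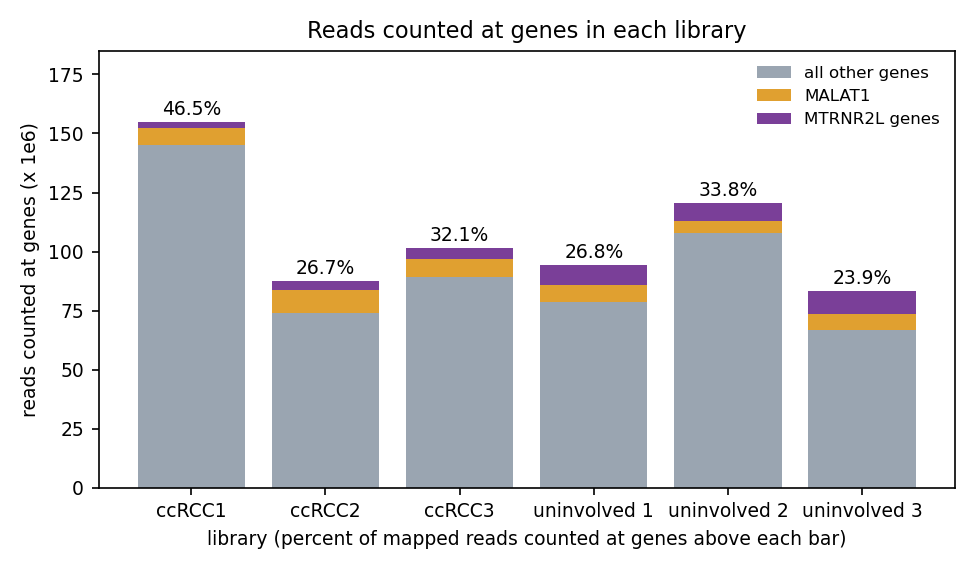
Reads counted at genes (y axis, scale as marked) for each of the 6 libraries (x axis), stacked as MTRNR2L genes, MALAT1 and all other genes, with the percentage of mapped reads counted at genes above each bar. ccRCC1 had the most reads at genes, 154818738, and uninvolved kidney 3 the fewest, 83192722.

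The number of expressed genes was similar in both tissues. It was 12247 ± 404 in ccRCC (SD, n = 3) and 12034 ± 229 in uninvolved kidney (SD, n = 3), a difference of 213.0 genes (exact permutation test, p = 0.5). Over all 6 libraries the mean was 12141 ± 316 (SD), with a range of 11781 to 12525. The alternative that moved the difference most was a threshold of RPKM of at least 1, with a difference of 901 genes (exact permutation test, p = 0.2). Over the 17169 rows annotated as protein-coding, a set chosen after seeing the data, the number was 9540 ± 268 in ccRCC and 9380 ± 161 in uninvolved kidney (SD, n = 3 each; exact permutation test, p = 0.4). Leaving out single libraries changed the difference by over 1.5 times in 4 cases: it was 444.7 without ccRCC1, 74.2 without ccRCC2, 120.2 without ccRCC3 and 86.3 without uninvolved kidney 2.

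Overrepresentation of a few genes was measured next, because biased amplification would raise it. TPT1 held 8.67%, 2.33% and 3.10% of summed RPKM in ccRCC1, ccRCC2 and ccRCC3 and 3.54%, 4.62% and 3.62% in uninvolved kidney 1, 2 and 3. The group means were 4.70% ± 3.46 (SD, n = 3) and 3.93% ± 0.598 (SD, n = 3), and the libraries overlapped (exact permutation test, p = 1.0). Since this test cannot give a p under 0.1, it leaves open whether the groups differ. The difference of 0.773 percentage points rested on ccRCC1, without which it was -1.21. The highest mean RPKM over all 6 libraries belonged to MTRNR2L2, followed by TPT1, MTRNR2L8, MALAT1, MTRNR2L1, EEF1A1 and B2M, and GPX3 ranked 10. This order did not hold in each tissue or library: TPT1 lay above MTRNR2L2 in ccRCC1 (8.67% against 2.25% of summed RPKM), and MALAT1 lay above MTRNR2L8 in the mean of ccRCC (2.75% against 2.37%). The MTRNR2L genes are nuclear copies of the mitochondrial 16S rRNA gene, so reads of the mitochondrial transcript can be counted at them.

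The 30 most abundant genes held 24.9% ± 0.939 of summed RPKM in ccRCC (SD, n = 3) and 33.7% ± 5.51 in uninvolved kidney (SD, n = 3). On this scale every ccRCC library lay below every uninvolved library, which gives the smallest p this design allows (exact permutation test, p = 0.1). As a share of counts the difference was -4.35 percentage points (exact permutation test, p = 0.3) and the groups overlapped, with ccRCC2 at 21.8% and uninvolved kidney 2 at 18.1%. The difference of -8.77 percentage points in RPKM share changed direction, to 0.799, once MALAT1 and the MTRNR2L genes were left out (exact permutation test, p = 1.0). That change of direction rested on ccRCC1, at 21.5%. Without these genes ccRCC2 and ccRCC3, at 13.5% and 13.0%, stayed below all uninvolved libraries (14.8% to 15.6%), and with ccRCC1 left out as well the difference was -1.89. The 9 MTRNR2L genes alone held 8.80% ± 4.32 in ccRCC and 20.6% ± 5.61 in uninvolved kidney (SD, n = 3 each). Across genes, the median Pearson r between libraries was 0.934 within ccRCC, 0.973 within uninvolved kidney and 0.908 between the tissues. Restricting to genes with a mean RPKM of at least 1 moved these values most, to 0.850, 0.941 and 0.775. Same-numbered libraries of the 2 groups had a median r of 0.918 and other pairs 0.908.

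Between ccRCC and uninvolved kidney, 1247 of 18000 tested genes were changed at an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 581 were higher and 666 lower in ccRCC. The biological coefficient of variation was 51.6%, and 4899 genes had an unadjusted p under 0.05. With the pairing entered as a replicate block, 180 genes were called, 44 higher and 136 lower, and 170 of them were among the 1247. The alternative with the highest count was the DESeq2 Wald test, with 3725 genes, and that with the lowest was the fit without uninvolved kidney 1, with 89. The count was also over 1.5 times lower without ccRCC2 (674), ccRCC3 (807), uninvolved kidney 2 (275) and uninvolved kidney 3 (165).

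**Figure D2:**
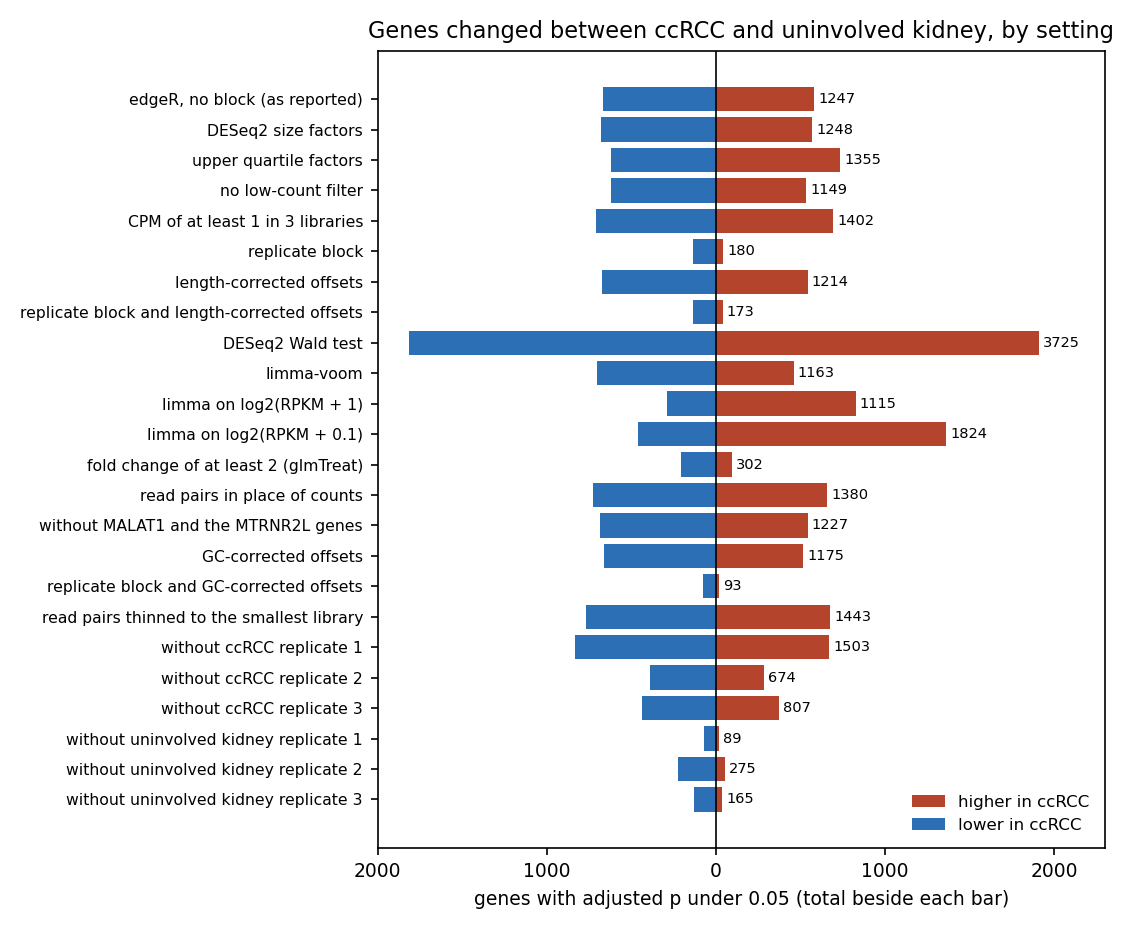
Numbers of genes with an adjusted p under 0.05 (x axis) that were higher in ccRCC (red, to the right) or lower (blue, to the left) under each setting of the test (y axis), with the total beside each bar. The count ran from 89 genes without uninvolved kidney 1 to 3725 with the DESeq2 Wald test, against 1247 as reported.

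The 5 called genes with the largest increase in ccRCC were NPTX2, CA9, CD70, PNCK and NDUFA4L2. CA9, carbonic anhydrase 9, lies on chromosome 9 at 35673915 to 35681154. It was measured at 43.3 ± 29.8 CPM in ccRCC and 0.0255 ± 0.0442 CPM in uninvolved kidney (SD, n = 3 each; edgeR adjusted p = 0.0160). CA9 had 3 read pairs in all uninvolved libraries together, all of them in uninvolved kidney 3, so its pooled ratio of 2213 had a 95% exact counting interval of 757.1 to 10734. Its fitted log2 fold change of 10.85 therefore depends on the prior count and on that library, without which it was 15.25. Without uninvolved kidney 2 it was 10.16. NDUFA4L2 (chromosome 12, 57628686 to 57634475) rose from 0.0783 ± 0.0486 to 51.2 ± 10.2 CPM (SD, n = 3 each), a log2 fold change of 9.29 ± 0.59 (SE, edgeR adjusted p = 0.00353). Its interval overlaps that of SHMT2, so its count is uncertain while the use of strand is not known. PNCK (chromosome X, 152935188 to 152939816) had a log2 fold change of 9.53 ± 0.87 (SE, edgeR adjusted p = 0.00627). It was 8.93 without ccRCC2 and 10.14 without uninvolved kidney 2.

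NPTX2 (chromosome 7, 98246597 to 98259181) and CD70 (chromosome 19, 6585850 to 6591163) had 3 and 1 read pairs in uninvolved kidney, so their fitted log2 fold changes of 11.32 and 10.15 depend on the prior count. All of these read pairs lay in uninvolved kidney 1, without which the fitted values were 15.64 and 13.02. Without uninvolved kidney 2 they were 10.66 and 9.52, and that of NPTX2 was 10.03 without ccRCC1. Their pooled ratios were 3129 (95% exact counting interval 1071 to 15176) for NPTX2 and 1374 (246.2 to 54289) for CD70, with edgeR adjusted p of 0.0301 and 0.00797. The NPTX2 values were 127.0, 45.2 and 1.66 CPM in ccRCC1, ccRCC2 and ccRCC3. NPTX2 was not called in 7 of 23 alternative fits, in which its adjusted p reached 0.248 with limma-voom. Those 7 included the fits without ccRCC2 (0.0517), uninvolved kidney 1 (0.116), uninvolved kidney 2 (0.105) and uninvolved kidney 3 (0.105), each by edgeR. CA9 was not called in 3, limma-voom (0.0548) and the edgeR fits without uninvolved kidney 1 (0.0723) or 2 (0.0522). CD70, PNCK and NDUFA4L2 were called in all 23.

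By fitted log2 fold change, the 5 called genes with the largest decrease were AQP2, TMEM207, ATP6V1G3, UMOD and CLDN8. AQP2, the water channel of the collecting duct (chromosome 12, 50344524 to 50352664), was at 314.3 ± 156 CPM in uninvolved kidney (SD, n = 3) and had 1 read pair in ccRCC, a pooled ratio of 59457 (95% exact counting interval 10671 to 2348464, edgeR adjusted p = 0.00353). That read pair lay in ccRCC3. The fitted log2 fold change of AQP2, -15.49, was -18.01 without ccRCC3, a value that depends on the prior count, and -14.81 without ccRCC1. CLDN8 (chromosome 21, 31586324 to 31588469) was at 126.8 ± 21.1 CPM in uninvolved kidney (SD, n = 3) and also had 1 read pair in ccRCC, a pooled ratio of 22267 (3996 to 879559, edgeR adjusted p = 0.00158). The read pair of CLDN8 lay in ccRCC1. Its fitted log2 fold change of -14.22 was -16.60 without that library, a value that depends on the prior count. TMEM207 (chromosome 3, 190146444 to 190167665) and ATP6V1G3 (chromosome 1, 198492352 to 198510075) had a count of 0 in all ccRCC libraries. Against a floor of 3 read pairs in each ccRCC library, TMEM207 was at least 627.0-fold lower and ATP6V1G3 at least 539.7-fold lower (edgeR adjusted p = 0.0176 and 0.0218). Their fitted values of -14.79 and -14.57 depend on the prior count, so their places among the largest decreases are not determined. UMOD (chromosome 16, 20344373 to 20364037) was at 1076 ± 1122 CPM in uninvolved kidney and 0.0440 ± 0.0763 CPM in ccRCC (SD, n = 3 each; edgeR adjusted p = 0.0185). Its 10 read pairs in ccRCC all lay in ccRCC1, with a pooled ratio of 21857 (95% exact counting interval 11885 to 45579). The fitted log2 fold change of UMOD, -14.36, rests on that library and was -19.67 without it, a value that depends on the prior count. Without uninvolved kidney 2 it was -13.14.

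AQP2 and CLDN8 were called in all 23 alternative fits. The call was lost without uninvolved kidney 1 for TMEM207, ATP6V1G3 and UMOD (edgeR adjusted p = 0.0685, 0.0756 and 0.0682), without uninvolved kidney 2 for TMEM207 (0.0524) and without uninvolved kidney 3 for ATP6V1G3 (0.0695). With limma-voom it was lost for ATP6V1G3 (adjusted p = 0.0515) and UMOD (0.0794), and with the replicate block and GC-corrected offsets for TMEM207 (edgeR adjusted p = 0.0503) and ATP6V1G3 (0.0507).

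Among the other genes named beforehand, VEGFA (chromosome 6, 43737946 to 43754223) rose from 119.6 ± 26.1 to 1422 ± 800 CPM (SD, n = 3 each), a log2 fold change of 3.57 ± 0.46 (SE, edgeR adjusted p = 0.0150). Its adjusted p was 0.0697, 0.0531 and 0.0664 without uninvolved kidney 1, 2 and 3 and 0.0522 with the replicate block and GC-corrected offsets. SLC12A1 and SLC22A8, transporters of the thick ascending limb and the proximal tubule, fell with log2 fold changes of -10.65 ± 1.64 and -8.02 ± 1.67 (SE, edgeR adjusted p = 0.0219 and 0.0401). All 11 read pairs of SLC22A8 in ccRCC lay in ccRCC1, and its fitted value was -13.45 without that library and -7.02 without uninvolved kidney 3, while that of SLC12A1 was -9.26 without uninvolved kidney 2. Under the replicate block the adjusted p was 0.0820 for SLC12A1 and 0.0790 for SLC22A8. SLC12A1 was also not called without ccRCC3 (edgeR adjusted p = 0.0518) or uninvolved kidney 1 (0.0696). SLC22A8 was not called in 11 of 23 alternative fits, among them the edgeR fits without ccRCC2 (0.0731), ccRCC3 (0.0687) and uninvolved kidney 1 (0.112), 2 (0.0734) and 3 (0.110).

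GATM did not pass the threshold, with a log2 fold change of -2.10 ± 0.53 (SE, edgeR adjusted p = 0.0593), and its interval overlaps that of LOC145663. It was called by DESeq2 (adjusted p = 0.00122), by limma-voom (0.0429) and without ccRCC3 (edgeR, 0.0395), where its log2 fold change was -2.73. SETD2, the histone H3K36 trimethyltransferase (chromosome 3, 47057898 to 47205467), was at 211.8 ± 23.1 CPM in ccRCC and 320.5 ± 6.07 CPM in uninvolved kidney (SD, n = 3 each). Its log2 fold change of -0.60 ± 0.20 did not pass the edgeR threshold (adjusted p = 0.109) and passed that of DESeq2 (adjusted p = 0.0346). No difference beyond the replicate error was found for VHL, PBRM1 and BAP1 (edgeR adjusted p = 0.786, 0.567 and 0.484). None was found for ACTB, TPT1, EEF1A1, B2M and GPX3 either (edgeR adjusted p = 0.658, 0.960, 0.948, 0.534 and 0.484). The sign of the estimate depended on the setting for VHL, PBRM1, BAP1, ACTB, TPT1 and EEF1A1. The interval of TPT1 also holds the small nucleolar RNA gene SNORA31.

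**Figure D3:**
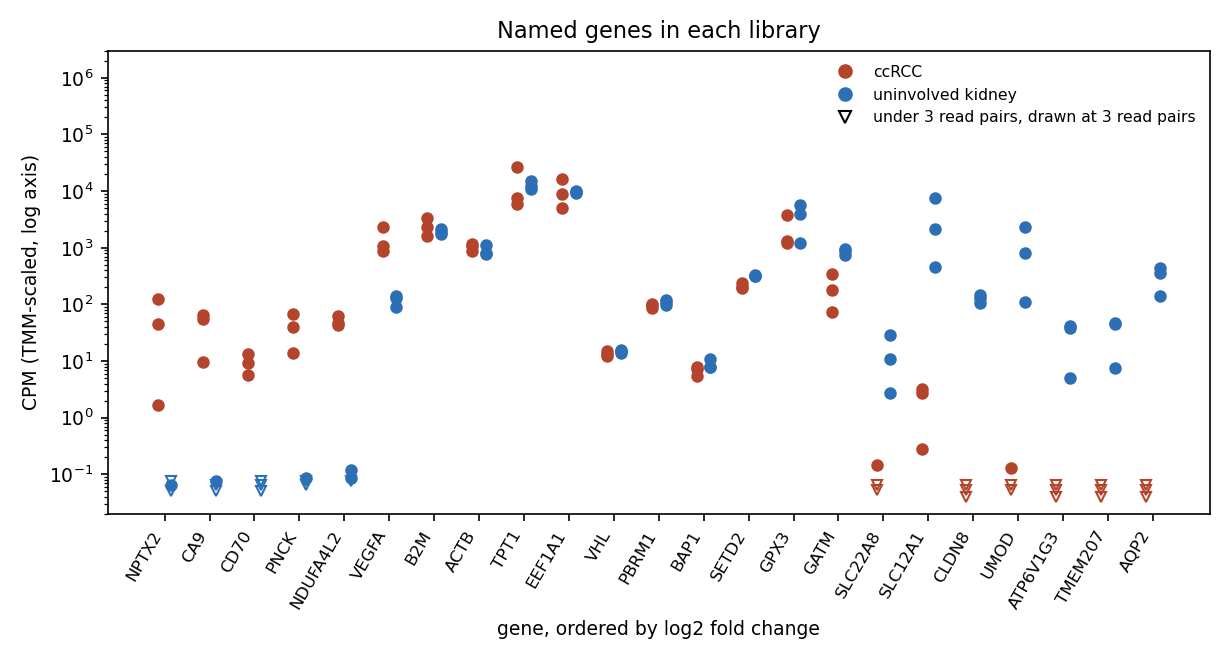
TMM-scaled CPM on a log axis (y axis) of the 23 named genes (x axis, ordered by log2 fold change) in each library, red for ccRCC and blue for uninvolved kidney. Open triangles mark counts under 3 read pairs, drawn at 3 read pairs, and VEGFA was at 1422 CPM on average in ccRCC against 119.6 in uninvolved kidney.

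Gene lists fixed beforehand asked whether genes of the hypoxia response, of nephron segments and of other cell types moved together. HIF target genes were higher in ccRCC, with a median log2 fold change of 2.36 and 22 of 23 genes higher (camera adjusted p = 7.26e-12). The median was 1.76 without ccRCC1. Of the HIF target genes, 11 were called over all genes, 21 adjusted over the list alone and 6 with the replicate block. Proximal tubule genes were lower, with a median of -3.21 and 18 of 20 genes lower (camera adjusted p = 9.19e-08), and 5 were called over all genes, 12 adjusted over the list alone and 1 with the block. Distal nephron genes fell most, with a median of -7.55 and all 17 genes lower (camera adjusted p = 9.57e-17). Of the distal nephron genes, 15 were called over all genes, 17 adjusted over the list alone and 8 with the block. The median stayed at -7.55 with ATP6V1G3, at 0 in all ccRCC libraries, set to its bound. Podocyte genes had a median of -4.01 with 7 of 8 genes lower (camera adjusted p = 0.00224), and 3 were called over all genes, 5 adjusted over the list alone and none of the 8 with the block, where 4 had an unadjusted p under 0.05 (edgeR, the only tool run with the block).

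T cell genes were higher in ccRCC, with a median log2 fold change of 2.60 and all 16 genes higher (camera adjusted p = 1.57e-09). Myeloid genes had a median of 2.45 with 14 of 15 higher (camera adjusted p = 1.55e-08), endothelial genes 1.32 with 12 of 14 higher (camera adjusted p = 5.78e-04) and proliferation genes 3.55 with all 15 higher (camera adjusted p = 3.66e-09). The myeloid median was 1.77 without ccRCC2 and the endothelial median 0.86 without ccRCC1. Calls over all genes numbered 5 for the T cell, 10 for the myeloid, 4 for the endothelial and 10 for the proliferation list. The counts adjusted over the list alone were 15, 13, 7 and 11. With the replicate block, 1 gene of the proliferation list and no gene of the other lists in this paragraph was called over all genes by edgeR. An unadjusted p under 0.05 was found there for 11 T cell, 12 myeloid and 9 endothelial genes.

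In each of the 8 lists, the medians of the 3 ccRCC libraries lay on one side of those of the 3 uninvolved libraries, which chance gives in 10% of cases for a list. With the rotation test fry, the adjusted p stayed under 0.05 for all of these lists except the podocyte genes (0.0635). With the correlation between genes estimated in place of preset, camera called only the distal nephron list and chromosome 3p (adjusted p = 0.00441 for both).

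**Figure D4:**
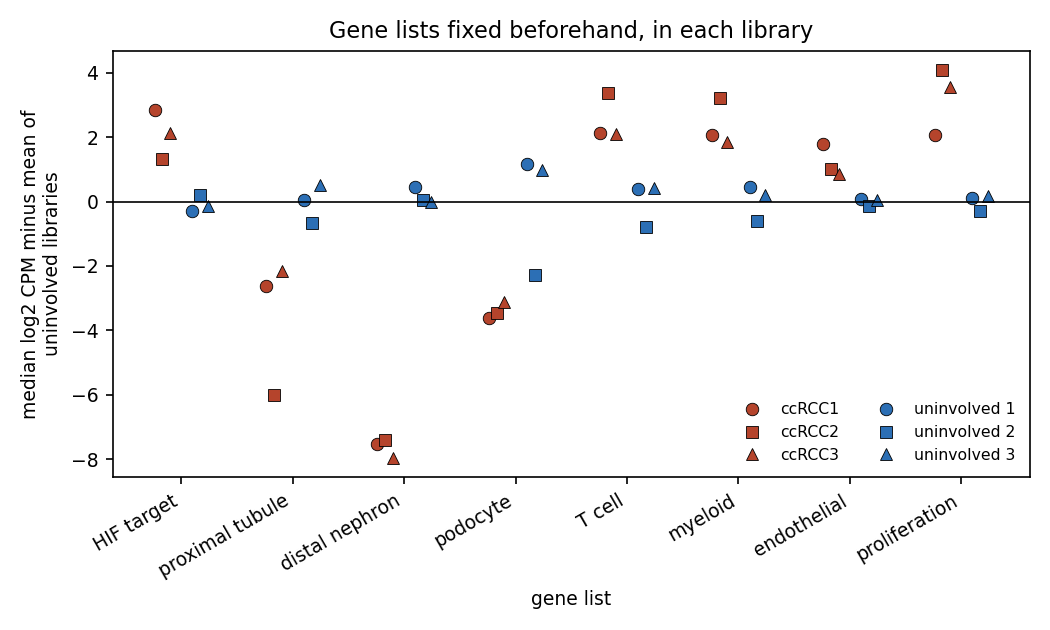
Median over each gene list (x axis) of log2 CPM minus the mean of the uninvolved libraries (y axis), with 1 point per library, red for ccRCC and blue for uninvolved kidney. The distal nephron medians of the ccRCC libraries lie between -7.95 and -7.39, and the podocyte median of uninvolved kidney 2 lies at -2.30, apart from 1.17 and 0.99 in uninvolved kidney 1 and 3.

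Chromosome 3p, which holds SETD2, VHL, PBRM1 and BAP1, is often lost in ccRCC. Its 479 tested genes had a median log2 fold change of -0.49, against 0.06 for all tested genes, and 350 of them were lower in ccRCC (camera adjusted p = 6.82e-08). Over all genes 40 were called, 35 of them lower, with 80 adjusted over the list alone and 4 with the replicate block. Chromosome 5q, often gained in ccRCC, had a median of 0.26 over 697 genes and did not pass the threshold (camera adjusted p = 0.0922). It passed with GC-corrected offsets (camera adjusted p = 0.0118), with a filter of 1 CPM in 3 libraries (0.0473) and with 1 library left out (0.00308), while other single libraries left out gave up to 0.661. The 5q median ran from 0.15 to 0.37 with 1 library left out. Of the 5q genes, 60 were called over all genes, 35 of them higher and 25 lower, with 72 adjusted over the list alone and 10 with the replicate block.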

Values the study reported

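The study reported a mean of 12,177.0 expressed genes (SD 317.2) over its 6 frozen kidney tissues. TPT1 was described as taking up to 9.5% of the normalized expression, with EEF1A1, B2M and GPX3 also among the most abundant genes. Apart from TPT1, the study reported no overrepresented gene, and its text does not mention the MTRNR2L genes. The share of reads that mapped was given as 76.4% to 83.8% for the frozen tissues. The mapped reads numbered 332,768,132, 326,768,839 and 315,415,778 in ccRCC1, ccRCC2 and ccRCC3, and 351,728,108, 357,159,609 and 348,176,058 in uninvolved kidney 1, 2 and 3.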

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

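In this part, the alternatives on GC content, on reads thinned to the smallest library, on read pairs in place of counts, on protein-coding genes and without MALAT1 and the MTRNR2L genes (alone or with 1 library left out) were chosen after seeing the data. An alternative without mitochondrial genes was not run, because the table lists no mitochondrial chromosome.

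The number of changed genes depended strongly on the setting. Against 1247 genes (581 higher, 666 lower), the replicate block gave 180 (44 higher, 136 lower), and with length-corrected offsets as well 173 (40 higher, 133 lower). With GC-corrected offsets and the block, 93 genes were called (19 higher, 74 lower), and 51.7% of the genes called with the block alone remained, against 95% with the length correction. In the simulated data the block also lowered the share of planted genes recovered, from 48.5% to 25%, so part of its effect is the loss of degrees of freedom. DESeq2 called 3725 genes (1910 higher, 1815 lower) and included 99.9% of the 1247. A test against a fold change of 2 (glmTreat of edgeR) called 302 genes (95 higher, 207 lower). It asks whether the change exceeds 2-fold, so genes with far larger fitted values, among them SLC22A8 and NPTX2, also lost the call. An adjusted p under 0.01 left 90 (25 higher, 65 lower). Leaving out 1 library gave 89 to 1503 genes, 17 to 668 higher and 72 to 835 lower, with 89, 275 and 165 without uninvolved kidney 1, 2 and 3 and 674 and 807 without ccRCC2 and ccRCC3. These fits hold fewer samples. The fit without ccRCC1 gave more genes (1503), and the cause was not tested.

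Limma on RPKM shifted the balance of directions. With log2(RPKM + 1), 74.2% of the called genes were higher in ccRCC (827 higher, 288 lower), and with log2(RPKM + 0.1) 74.6% (1361 higher, 463 lower), against 46.6% for edgeR. The median log2 fold change of all genes moved from 0.06 to 0.12 and 0.31. Upper quartile factors moved it to 0.18, with 54.1% of the called genes higher. The RPKM medians carry a pseudocount and do not measure the scaling alone. With scaling by all mapped reads, as in RPKM, the median log2 difference between the groups over all tested genes was 0.43. It was 0.13 with upper quartile and 0.0052 with TMM scaling. The upper quartile fit has a smaller shift, so it cannot decide whether the scaling accounts for the balance, and the cause was not tested. No gene of the 1247 changed sign under any of the 23 other fits.

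Trends and depth were tested as causes of the changed genes. After removal of a length trend 94.5% of the 1247 genes stayed called in the same direction, after removal of a GC trend 85.2%, and after thinning all libraries to the smallest 97.0%, which argues against each of these as the whole cause. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one. The 4 splits that part all 3 pairs hold the real one and 3 others that exchange the tissues of 1 pair, and again only the real one gave as many. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count.

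For the gene sets, 188 of 200 comparisons with an alternative kept their direction and their side of the threshold. With the correlation estimated by camera, the adjusted p was 0.123 for HIF targets, 0.193 for the proximal tubule, T cell, myeloid and proliferation lists and 0.258 for the podocyte and endothelial lists, and fry gave 0.0635 for podocyte genes. Only chromosome 5q passed the threshold where it had not before, with a filter of 1 CPM (0.0473), GC-corrected offsets (0.0118) and these with the replicate block (0.0125). Leaving out 1 library gave 0.00308 to 0.661 for 5q, and the library behind the lowest value is not named because arm values are given for groups only. The replicate block changed no call of a gene set. The cause of these changes was not tested.

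Splits of the 6 libraries were counted for each set. The real split alone, 1 of 10, gave a camera p as small for the HIF target, distal nephron, T cell, myeloid, proliferation and 3p sets. For the proximal tubule genes 2 of the 10 splits did, with ccRCC1, ccRCC2 and uninvolved kidney 2 against the rest as the other. For the endothelial genes 2 did, the other being ccRCC1, ccRCC3 and uninvolved kidney 1 against the rest. For the podocyte genes and for 5q 4 did. Among the 4 splits that part all pairs, 2 did for these last sets and 1, the real one, for each other set. With 10 splits the share cannot fall under 0.1, so this count alone cannot exclude chance for any set. Tests that use the spread between libraries argue against it for the distal nephron genes and 3p, with a fry adjusted p of 5.04e-05 and 2.28e-04 and 0.00441 for both with the estimated correlation. For the distal nephron genes the real split had a camera p of 9.57e-18 and the next a camera p of 1.32e-05. For the other sets fry and the estimated correlation differed or neither passed.

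Among the 23 named genes, 466 of 529 comparisons were unchanged in direction and call, 39 lost the call, 4 gained it and 20 changed sign. All changes of sign were in genes that were not called. TPT1 (0.06) was at -0.29 with the replicate block, -0.23 with the block and length correction, -0.20 with the block and GC correction and -0.27 with limma-voom, and leaving out 1 library gave -0.92 (ccRCC1) to 0.42. EEF1A1 (0.05) was at -0.11, -0.16, -0.017 and -0.11 in the same settings, and at -0.47 (without ccRCC1) to 0.38. VHL (-0.12) was at 0.015 with upper quartile factors, 0.15 with RPKM + 1 and 0.28 with RPKM + 0.1, PBRM1 (-0.20) at 0.19 and 0.23 and BAP1 (-0.35) at 0.032 and 0.070 with the same pseudocounts. ACTB (0.19) was at -0.078 with GC-corrected offsets and -0.061 with these and the block. Under the block, 19 of the 23 genes kept direction and call, SLC12A1 and SLC22A8 lost the call and TPT1 and EEF1A1 changed sign; the block changed no other call. The causes were not tested.

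Of the quality measures, the difference in TPT1 share (0.773 percentage points) ran from -1.21 without ccRCC1 to 1.96 with 1 library left out, and the 30-gene difference (-8.77) was -4.35 as a share of counts and ran from -11.5 to -5.91 with 1 library left out. It became 0.799 without MALAT1 and the MTRNR2L genes, which hold 5 of the 30. This change of sign rested on ccRCC1: without these genes and 1 library the difference ran from -1.89 (without ccRCC1) to 2.30, above 0 in the 5 other cases. The median r moved to 0.850 within ccRCC, 0.941 within uninvolved kidney and 0.775 between groups over genes with a mean RPKM of at least 1. With 1 library left out it ran from 0.929 to 0.947 within ccRCC (highest without ccRCC2) and from 0.966 to 0.982 within uninvolved kidney (highest without uninvolved kidney 2). Depth limits the genes near the floor of 3 read pairs, among them CA9, NPTX2, CD70, AQP2 and CLDN8, whose counting intervals span more than a factor of 10.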

Other observations

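In this part, the tests of the MTRNR2L genes moving together, of length and GC content for the ribosomal protein and podocyte genes, of a uniform dilution, and the splits for the OXPHOS and MTRNR2L genes were chosen after the results were seen. The glomerulus and thick ascending limb lists were written after the podocyte values of uninvolved kidney 2 had been seen and before the values of their own genes were read.

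Uninvolved kidney 2 stood apart in podocyte genes, the cells of the glomerular filter. All 8 listed genes were lower there than in the mean of uninvolved kidney 1 and 3, with a median log2 difference of -3.44. PODXL was at 140.4 CPM against 977.9 and 786.4, and CLIC5 at 45.3 against 628.3 and 499.5. Among 10000 random lists matched on expression and length, or on expression and GC content, none was as low (permutation p = 0.0002 each, the smallest these lists can give), which argues against both trends as the cause. Fewer glomeruli in the piece of tissue may explain the pattern. Of 11 other glomerulus genes 10 were also lower, with a median of -2.65 (permutation p = 0.0002), and THSD7A was the exception. More outer medulla in the piece, where glomeruli are absent, may be part of the same picture, since all 10 listed thick ascending limb genes were higher there, with a median of 1.30 (permutation p = 0.0002). KNG1 was at 774.9 CPM against 508.5 and 349.1, and EGF at 619.9 against 275.4 and 207.2. UMOD and SLC12A1, other genes of that segment and members of the distal nephron list, were at 2306 and 7557 CPM against at most 810.7 and 2119. Not every gene of the distal nephron list was higher there. CLDN16 was at 293.2 CPM against 262.1 and 53.6 in uninvolved kidney 1 and 3, but KCNJ1 was at 557.7 against 646.0 and 436.6. SLC12A3, CALB1, TRPM6, SLC26A4, ATP6V0D2, ATP6V1G3 and SLC4A1 were lower there than in both other libraries. SLC12A3 was at 4.57 CPM against 169.7 and 210.5, and CALB1 at 34.1 against 815.3 and 1611. AQP2, KCNJ10, FXYD4 and SCNN1B were higher than in both, as were UMOD, SLC12A1 and CLDN16. PVALB and SCNN1G, like KCNJ1, lay between them. The directions of the list medians held under all 5 scalings tried, with medians of -3.54 to -3.02 for podocyte, -2.74 to -2.22 for glomerulus and 1.20 to 1.72 for thick ascending limb genes. None of the 21 genes of the added lists is in another list. A difference between donors in the kidney itself stays open and was not tested. The consequence is seen in the comparison of the groups. The podocyte list had a camera adjusted p of 0.00224 with all libraries and 2.26e-07 without uninvolved kidney 2, and 4 of the 10 splits of the libraries gave a p as small as the real one.

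The MTRNR2L genes were lower in ccRCC, with log2 fold changes of -3.50 to -1.32 over 9 genes (a camera p of 9.83e-07), of which 3 were called by edgeR. The scaling of the libraries is argued against as the cause, since the median nearest to 0 over 8 scalings and fits was -1.27. Reads of mitochondrial 16S rRNA counted at these nuclear copies are a candidate source. Deviations from the group means had a median Pearson r of 0.929 over the 36 pairs of these genes, which lie on 8 chromosomes, whereas random lists of like expression had a median of -0.00 (95% of lists from -0.26 to 0.45). Reads shared among copies of 1 gene would move them together whatever their origin, so this correlation cannot tell their source. Since the table lists no mitochondrial chromosome, these counts may be its only trace of mitochondrial RNA. A lower expression of the respiratory chain in ccRCC may lie behind the fall. The 78 nuclear OXPHOS genes were lower as a set, with a median of -0.89 (a camera p of 8.09e-14) and a decrease under all 5 scalings tried (-0.93 to -0.48), and 11 were called, all lower. With fry the p was 0.0154 and with an estimated correlation 0.180, against 0.00935 and 0.138 for the MTRNR2L genes. The real split, 1 of 10, gave the smallest camera p for both sets, but for OXPHOS genes ccRCC1, ccRCC2 and uninvolved kidney 1 against the rest came close (1.95e-13). A count over 10 splits cannot exclude chance, and a different loss of rRNA between tissues during library preparation was not tested.

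Ribosomal protein genes held 10.2% of summed RPKM in ccRCC1 against 4.14% in ccRCC2 and 5.56% in ccRCC3, alongside the high TPT1 share of ccRCC1. Between ccRCC1 and ccRCC2 their median log2 difference was 1.26, with 71 of 76 genes higher in ccRCC1, and it stayed between 1.08 and 1.97 under the 5 scalings tried. Part of this goes with gene length. Random lists matched on expression and length had a median of 0.67 (95% of lists from 0.41 to 0.84), and lists matched on expression and GC content 0.12 (-0.11 to 0.33). The ribosomal protein genes lay outside both (permutation p = 0.0002 each, the smallest these lists can give), which argues against either trend as the whole cause. A difference in RNA integrity or amplification between libraries and a difference between tumors in the translation machinery stay open, and neither was tested. The study reported the same RNA integrity number for ccRCC1 and an uninvolved kidney. It gave none for ccRCC2 or ccRCC3, so integrity cannot be compared between the tumors.

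The proximal tubule genes were not lower alike in ccRCC. SLC34A1 had a log2 fold change of -7.41 ± 0.96 (SE, edgeR adjusted p = 0.0151), whereas LRP2 was at -0.46 ± 0.40 (0.494) and SLC17A3 at 1.23 ± 0.80 (0.366), genes chosen after their values were seen. A uniform dilution of proximal tubule cells would lower all listed genes by about the same factor. Against the mean of the uninvolved libraries, the range between the 10th and 90th percentile gene was 5.54, 8.18 and 7.05 in ccRCC1, ccRCC2 and ccRCC3, on the log2 scale, and 1.54, 3.56 and 2.68 in uninvolved kidney 1, 2 and 3, each against the others. The smallest ccRCC value, 5.54, argues against dilution alone. Tumor cells that keep part of a proximal tubule program may account for the spread, a hypothesis not tested here.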
